A study of Caenorhabditis elegans with 12 samples.

How the data were processed

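Gene expression was measured by sequencing of polyadenylated RNA from whole Caenorhabditis elegans animals. Per the labels, animals were synchronised by a short egg lay, moved to a temperature at which daf-2 mutants enter dauer (an alternative, long-lived larval stage), and harvested 52 h or 60 h after egg laying. Libraries were made with a stranded mRNA kit, per the labels. The labels also state that the daf-2;daf-42 harvest at 60 h held both living and dead L2d larvae, the stage that precedes dauer. The share of dead larvae is not stated, so death and genotype are confounded at that time point.

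The authors deposited 1 table per library with 36172 transcripts in the same order. Per the file headers, each table holds an estimated count per transcript, a length, an effective length and a TPM value. The quantification program, its version and the transcriptome release are not stated in the labels or the headers. The deposited TPM values sum to 1000000 in each library and were used only to check the tables. Estimated counts assign reads shared by similar transcripts in parts, so genes with near-identical copies carry uncertain values.

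Transcripts were summed to genes through the WBcel235 annotation (Ensembl). Of these transcripts, 31502 matched by exact identifier and 4581 by sequence name. The other 89 did not match, and their 86 genes were kept under the sequence name. The result was 22113 genes, of which 19902 are protein-coding and 2117 are pseudogenes. Coordinates are those of WBcel235, since the authors' build is not stated. Gene sums were rounded to whole numbers. A gene was taken to share reads with another gene where its summed estimated count was not whole. The tolerance was 0.01 plus the rounding error of the deposited values, which grows with the count. Sharing that leaves whole counts, or that lies within this tolerance for large counts, is missed. Numbers of libraries and genes with shared reads may therefore be too low. A genome sequence was not used here, so GC content was not checked.

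Libraries held from 30011686 to 43519410 estimated counts and between 15220 and 15952 genes with at least 10 counts. Within each group, every pair of libraries differed by far more than sampling noise, with a chi-square per degree of freedom from 14.6 to 517.9, so no library was counted as a duplicate. Intervals between replicates are given as SD with n = 3.

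The fitted model was edgeR 4.0.16 (R 4.3.3) with its quasi-likelihood test, TMM normalisation, filterByExpr by group and a mean for each of the 4 groups of 3 libraries. All 12 libraries entered 1 fit, and 16371 genes were tested. There were 5 contrasts: genotype at 52 h, genotype at 60 h, time in daf-2, time in daf-2;daf-42, and the genotype by time interaction. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Standard errors were derived from the fold change and the F statistic. CPM values are counts scaled to library size after TMM. Where all libraries of a group had at most 3 counts, the fold change is given as a lower bound that sets the group to 3 counts, without an allowance for replicate error. Gene sets were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, with adjustment over 70 pairs of set and contrast (14 sets with at least 5 tested genes). Samples, tests, gene sets, a list of 45 dauer-related genes, the processing alternatives and the rule for naming genes were fixed before the data were examined. By that rule, daf-42 and daf-2 come first. For each contrast, the 4 largest rises and the 4 largest falls are then named among called genes with a mean log2 CPM of at least 3 and no overlap between the libraries of the 2 groups (the last condition is not used for the interaction). Called members of the list and of the sets may also be named.

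The code was tested on simulated counts with 200 changed genes among 16128. The edgeR test called 63% of the changed genes and 94% of those changed 4-fold, and 3.1% of its calls were unchanged genes. DESeq2 1.42.0 called 65.5% of the changed genes among 16371, with 12.1% of its calls unchanged. Each gene had the same dispersion in all simulated groups, and genes varied independently. In the data replicates spread more at 60 h, so these shares do not give the error rate or power of the real contrasts. An offset that removes a trend with transcript length from each library (lowess, span 0.3) lowered a simulated trend over 16169 genes from a Spearman rho of -0.795 to -0.02.

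Alternatives were a replicate term, RLE and upper-quartile scaling, 2 other count filters, DESeq2, the length offset, counts per transcript, a minimum fold change of 1.5 (glmTreat), models of only the 2 groups compared, and fits that each left out 1 library. For gene sets, fry and camera with an estimated correlation were added. The alternative for normalised values did not apply, since counts were given. An outlier check was not run, because it needs groups of at least 4. For the list of dauer-related genes, the alternatives were chosen after seeing the data. The replicate numbers are shared by the groups but the labels do not say what they mark. Deviations from the group means correlated above 0.1 in all 3 same-numbered pairs for the 2 genotypes at 52 h (0.14 to 0.25) and for the 2 times in daf-2;daf-42 (0.11 to 0.41), but not for the other pairs of groups. The replicate term was therefore kept as an alternative. Figures were drawn with matplotlib.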

Results

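The data comprised 12 RNA-seq libraries of whole animals, in 4 groups of 3: daf-2 and daf-2;daf-42 animals, each at 52 h and 60 h after egg laying. The gene daf-2 encodes the insulin-like receptor, and the e1370 allele used here drives larvae into dauer at raised temperature. The second strain, the double mutant, also carries the ys54 allele of daf-42. The comparisons address how loss of daf-42 function alters expression while daf-2 larvae approach dauer. Total estimated counts were 32767445 to 37594128 in daf-2 at 52 h, 33204143 to 43519410 in daf-2;daf-42 at 52 h, 31511056 to 41039421 in daf-2 at 60 h and 30011686 to 38977807 in daf-2;daf-42 at 60 h. The daf-2;daf-42 material at 60 h was a mixture of living and dead larvae, so differences that involve this group cannot be assigned to genotype alone.

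The targeted gene was examined first. The daf-42 gene (WBGene00021496) lies on chromosome IV from 7333638 to 7346851 on the minus strand (WBcel235). Its normalised expression was 1650 ± 562 CPM (SD, n = 3) in daf-2 and 780 ± 97 CPM in daf-2;daf-42 at 52 h. At 60 h it was 1150 ± 732 CPM in daf-2 and 166 ± 100 CPM in daf-2;daf-42. The genotype difference was -1.08 on the log2 scale (SE 0.51) at 52 h and did not pass the threshold (edgeR adjusted p 0.838), although the libraries of the 2 groups did not overlap. At 60 h it was -2.80 (SE 0.54, edgeR adjusted p 0.00277). The fall from 52 h to 60 h was -2.24 in daf-2;daf-42 (edgeR adjusted p 0.00719) and -0.51 in daf-2 (edgeR adjusted p 0.478), but the difference between these changes did not pass the threshold (-1.72, edgeR adjusted p 0.12). The interaction of daf-42 passed without replicate 3 of daf-2 at 60 h (-2.07) and without replicate 1 of daf-2;daf-42 at 60 h (-2.28). Under the length offset the interaction was only -0.42 and was not called. The same offset gave genotype differences of -1.29 at 52 h and -1.72 at 60 h and falls over time of -0.74 in daf-2 and -1.16 in daf-2;daf-42, all 4 of them called.

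The daf-2 gene (WBGene00000898; chromosome III, 2994514 to 3040846, minus strand) shared some reads with other genes in 9 libraries. It measured 117 ± 21.1 CPM (SD, n = 3) in daf-2 and 166 ± 49.7 CPM in daf-2;daf-42 at 52 h, and 164 ± 80.2 CPM and 52.8 ± 44.4 CPM at 60 h. Its genotype difference at 60 h was -1.63 (SE 0.55, edgeR adjusted p 0.0365). It was -0.48 with the length offset and did not pass there, in the test with a minimum fold change or in a model of the 60 h libraries alone. The call was also lost in 5 of the fits that left out 1 library, for example without replicate 2 of daf-2 at 60 h (-1.18).

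**Figure D1:**
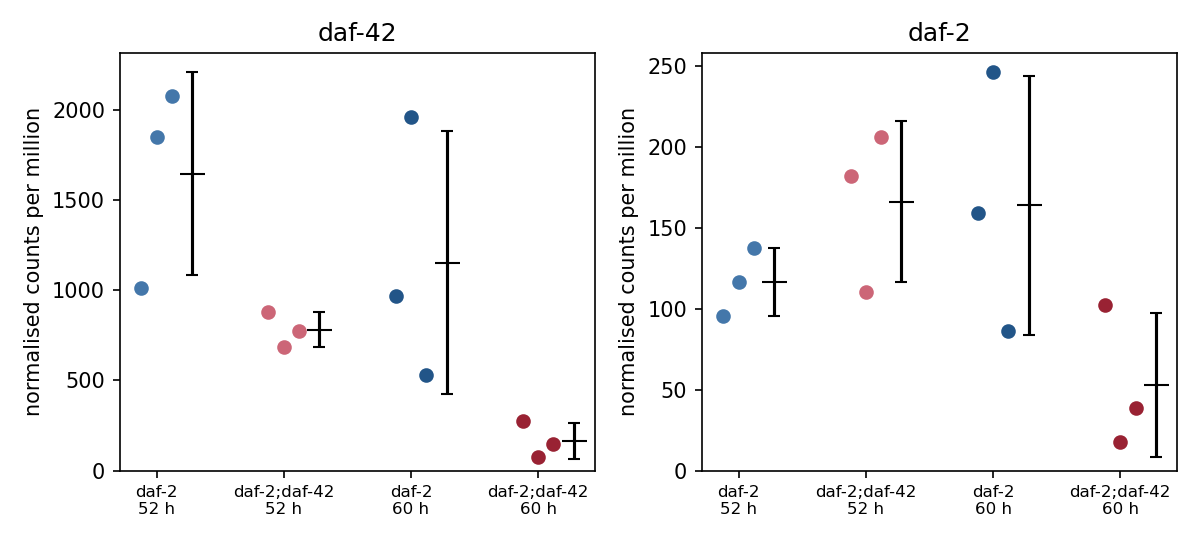
Normalised CPM of daf-42 and daf-2 in each library by genotype and time. Points are the 3 libraries of a group and bars show the mean ± SD, and the daf-2;daf-42 libraries at 60 h had a mean of 166 CPM for daf-42 against 1150 CPM in daf-2.

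The first principal component of log2 CPM held 50.7% of the variance and separated the times. The second held 29.5% and separated the genotypes at 60 h, while the 52 h libraries of both genotypes lay together. The median SD of log2 CPM within a group was 0.18 in daf-2 and 0.21 in daf-2;daf-42 at 52 h, and 0.36 and 0.37 at 60 h, so replicates spread more at the later time.

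**Figure D2:**
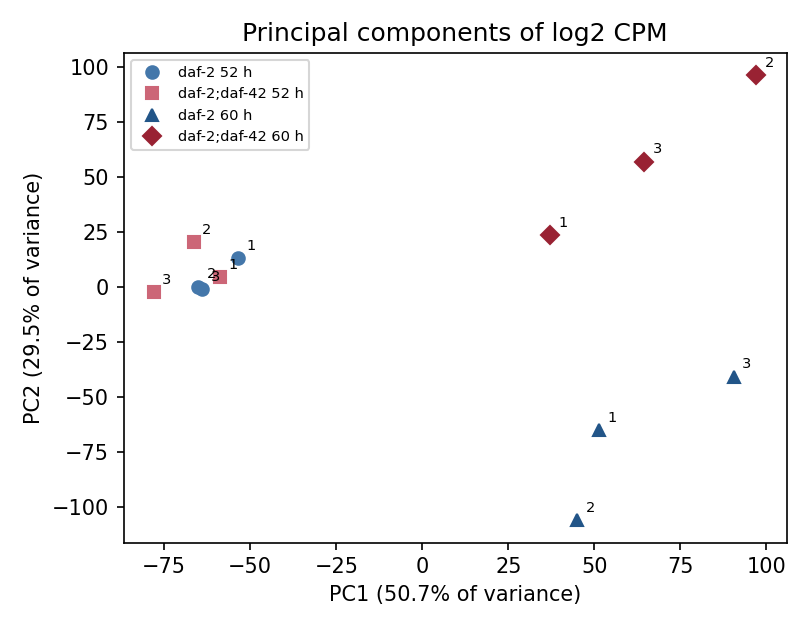
Scores of the 12 libraries on the first 2 principal components of log2 CPM (arbitrary units), with symbols for the 4 groups and replicate numbers beside them. The components hold 50.7% and 29.5% of the variance.

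At 52 h, 104 of 16371 genes differed between the genotypes, 72 higher and 32 lower in the double mutant, and 98 of them differed at least 2-fold. An unadjusted p under 0.05 was found for 988 genes. DESeq2 called 269 genes, and a test per transcript called 34 transcripts. Across fits that each left out 1 library it ranged from 39 to 125, with 39 without replicate 3 of daf-2 at 52 h. Of the calls, 21 shared reads with another gene.

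The 4 largest rises at 52 h that met the naming rule were srw-85 (chromosome V), oac-6 (V), C42D4.3 (IV) and clec-67 (IV). The chemoreceptor gene srw-85 measured 4.64 ± 0.409 CPM in daf-2 and 86.0 ± 6.94 CPM in the double mutant (SD, n = 3), a log2 fold change of 4.21 (SE 0.45, edgeR adjusted p 0.000703). The log2 fold changes of oac-6, C42D4.3 and clec-67 were 3.02, 2.87 and 2.83. The C42D4.3 call was lost in 4 of the fits that left out 1 library of the groups at 52 h, for example without replicate 2 of daf-2 (2.61). The largest fall was that of F56A4.3 (chromosome V, 2453414 to 2456147, plus strand), from 111 ± 23.9 CPM to 0.662 ± 0.415 CPM (log2 fold change -7.41, SE 0.53, edgeR adjusted p 2.11e-05). This gene shared reads with other genes in 11 libraries and is uncertain. F07B7.2 and W09B7.2 (-2.71 each) had the same mean and SD in all 4 groups, so they are counted here as 1 signal. Their counts were not whole in 5 libraries. An equal split of an even total gives whole counts, so reads may be shared in more libraries than that. The gene clec-169 fell by 2.63 on the log2 scale.

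At 60 h, 5626 genes differed between the genotypes, 2844 higher and 2782 lower in the double mutant, and 3559 of them at least 2-fold. A model of the 60 h libraries alone called 2294 genes, and a model of the 52 h libraries alone called 208. The main fit shares 1 dispersion estimate per gene across the times, although replicates spread more at 60 h. The size of the gap between the times therefore depends on the model. Without replicate 2 of daf-2 at 60 h, 3013 genes were called, and without replicate 1 of daf-2;daf-42 at 60 h, 7587. The 3 libraries of each genotype did not overlap for 38.8% of tested genes, where chance gives 10%. Of the calls, 733 shared reads with another gene.

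The largest rises at 60 h included 3 neighbouring genes on chromosome X. C45B2.8 (6087976 to 6088412, plus strand) measured 0.145 ± 0.017 CPM in daf-2 and 137 ± 109 CPM in the double mutant (SD, n = 3), a log2 fold change of 9.85 (SE 0.78, edgeR adjusted p 4.83e-06). C45B2.2 (6084739 to 6085189) rose by 7.99 and C45B2.1 (6086124 to 6086567) by 7.29 on the log2 scale. The fourth was srlf-34 on chromosome II, with 10.4 ± 5.46 CPM and 2410 ± 1290 CPM (7.85, SE 0.90, edgeR adjusted p 7.67e-05), which overlaps gcy-5 in the annotation, so the reads could belong to either gene. The largest falls were T26C12.2 (chromosome IV, 122 ± 12.9 CPM in daf-2 and 0.41 ± 0.217 CPM in the double mutant; log2 fold change -8.23, SE 0.49, edgeR adjusted p 1.36e-06), F47B8.18 (-8.18), F56A4.3 (-6.83) and scl-11 (-6.14). F47B8.18 shared reads in 3 libraries.

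Fold changes at 60 h depended on transcript length. Across genes, which are not independent replicates, the Spearman correlation of the genotype effect with length was -0.45 at 60 h and 0.26 at 52 h. It was -0.53 for time in daf-2;daf-42, -0.05 for time in daf-2 and -0.49 for the interaction. For genotype at 60 h, the median log2 fold change was 0.42 for the 6221 genes of the shortest of 4 length classes. It was -1.24 for the 529 genes of the longest. Of the 294 calls in the longest class, 291 were lower (99%).

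**Figure D3:**
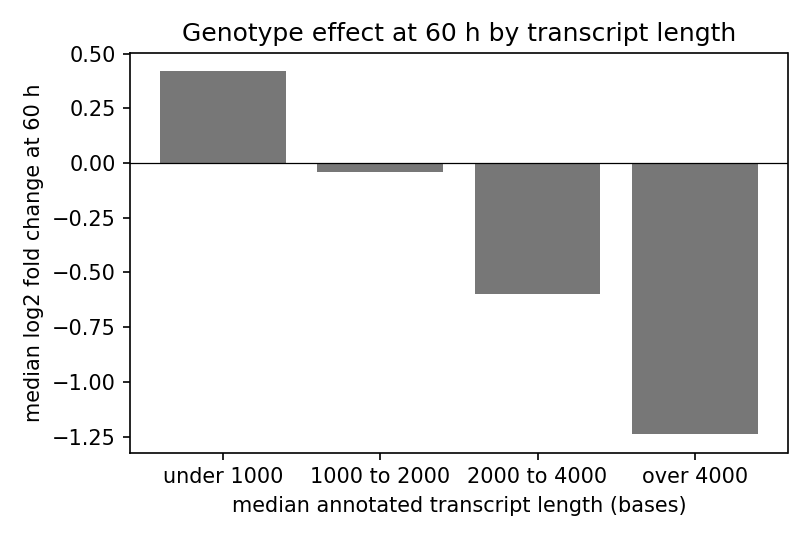
Median log2 fold change of daf-2;daf-42 against daf-2 at 60 h (vertical axis) by class of median annotated transcript length in bases (horizontal axis). The median falls from 0.42 in the shortest class to -1.24 in the longest.

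From 52 h to 60 h, 5688 genes changed in daf-2, 3032 higher and 2656 lower, and 3843 of them at least 2-fold. The test with a minimum fold change of 1.5 called 3131. In daf-2;daf-42, 6720 genes changed, 3672 higher and 3048 lower, and 4264 at least 2-fold. Here that test called 2643, and leaving out replicate 3 of daf-2;daf-42 at 52 h gave 3624. The 2 sets of calls, which share no library, had 2926 genes in common, where 2334.8 were expected if the calls were independent. Of the 2926, 2821 changed in the same direction and 105 in opposite directions. Both sets come from 1 fit and share each gene's dispersion estimate, so an excess of shared calls can arise without a common effect. The log2 fold changes of the 2 genotypes correlated across genes with a Pearson r of 0.587 and a Spearman rho of 0.454, and the slope of daf-2;daf-42 on daf-2 was 0.574. With the length offset, 4573 of the 6720 calls in daf-2;daf-42 were kept (68.1%), against 5626 of the 5688 in daf-2 (98.9%).

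**Figure D4:**
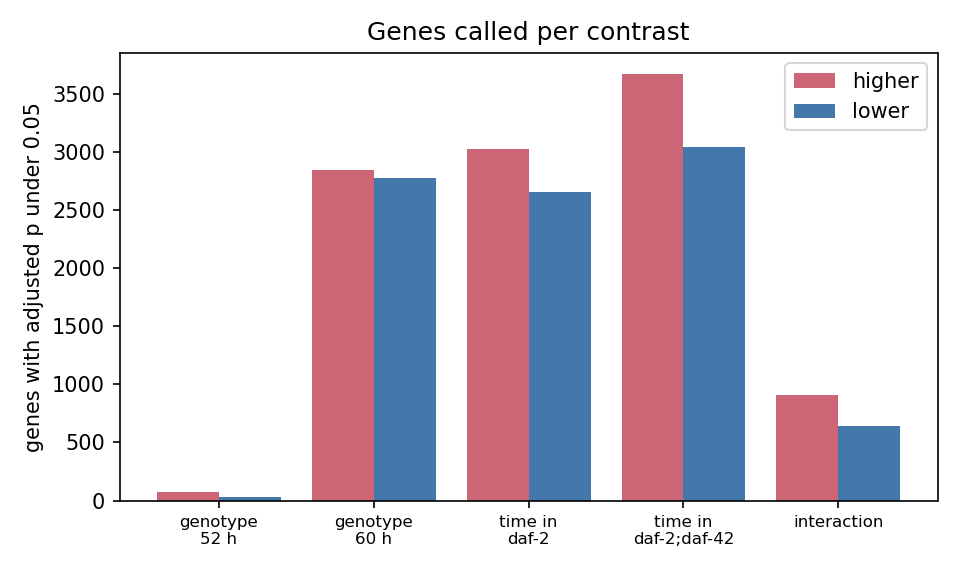
Number of genes with an edgeR adjusted p under 0.05 in each of the 5 contrasts, higher and lower. At 52 h the genotype contrast had 72 higher and 32 lower genes, against 2844 and 2782 at 60 h.

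**Figure D5:**
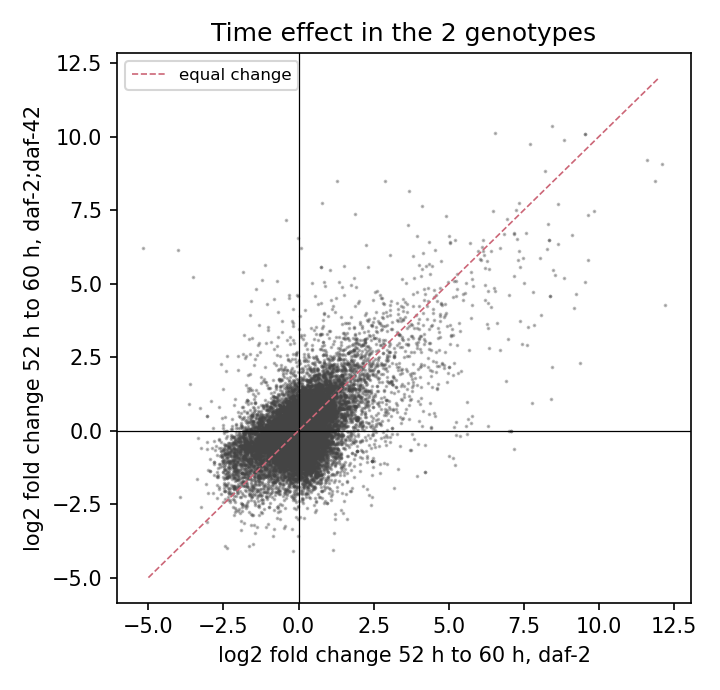
Log2 fold change from 52 h to 60 h of each tested gene in daf-2 (horizontal axis) and in daf-2;daf-42 (vertical axis), and the dashed line marks equal change. The Pearson r across 16371 genes is 0.587.

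In daf-2, the largest rises were in F47B8.18, F47B8.14 and F47B8.13, which lie close together on chromosome V, and in the collagen gene col-108. F47B8.18 went from 0.135 ± 0.00924 CPM to 654 ± 194 CPM (SD, n = 3; log2 fold change 12.21, SE 0.60, edgeR adjusted p 1.03e-07), and the other 3 rose by 12.12, 11.87 and 11.60. Each of the F47B8 genes shared reads in at least 3 libraries, and col-108 in at least 1. The largest falls were F15H10.8 (-2.94), F20C5.7 (-2.71), Y97E10B.1 (-2.64) and oac-41 (-2.61), the last of which overlaps oac-40. In daf-2;daf-42, the largest rises were Y59A8B.26 (9.91), col-108 (9.22), F47B8.14 and Y59A8B.19 (8.85). All 3 libraries of daf-2;daf-42 at 52 h had at most 3 counts for F47B8.14, which was at least 435-fold higher at 60 h. Both Y59A8B genes shared reads in 9 libraries. The largest falls were mlt-11 (-3.87), Y8A9A.2 (-3.59), cdh-12 (-3.48) and clec-78 (-3.30), all in the longest length class. Under the length offset these falls shrank to -2.21, -2.54, -1.63 and -1.36 in the same order and were still called. The Y8A9A.2 call was lost without replicate 3 of daf-2;daf-42 at 52 h (-2.26). The cdh-12 gene overlaps eak-3, and clec-78 overlaps several genes.

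The genotype by time interaction passed the threshold for 1558 genes, 913 with a positive and 645 with a negative value. The balance turned without replicate 1 of daf-2;daf-42 at 60 h, to 1967 positive and 2703 negative. DESeq2 called 3412, and fits that each left out 1 library called from 643 (without replicate 3 of daf-2;daf-42 at 52 h) to 4670 (without replicate 1 of daf-2;daf-42 at 60 h). The largest positive interactions were those of C45B2.8 (7.60), C45B2.2 (6.77), srlf-34 (6.60) and cnc-4 (6.24), and the largest negative ones those of F47B8.18 (-7.93), T26C12.2 (-7.79), scl-11 (-5) and T19D12.1 (-4.61). T19D12.1 shared reads in all 12 libraries.

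Of the 104 genes called at 52 h, 97 were also called at 60 h, where 35.7 were expected if the calls were independent. Of these, 96 changed in the same direction. Across all tested genes the genotype effects at the 2 times had a Pearson r of 0.168 (jackknife SE 0.17) and a Spearman rho of -0.106. No common trend was thus detectable over all genes in the main fit. The correlation with transcript length had opposite signs at the 2 times (Spearman 0.26 at 52 h and -0.45 at 60 h), which may lower these values. With the length offset the Pearson r was 0.26.

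Of the 45 listed dauer-related genes, 43 were tested, while ins-7 and col-6 were not. At 52 h, 0 differed between the genotypes, both over all genes and adjusted over the list alone, with 1 at an unadjusted p under 0.05. At 60 h, 21 differed, 3 higher and 18 lower in the double mutant (23 adjusted over the list alone). Of the 21, 12 were still called in the same direction with the length offset. The steroid-hormone receptor gene daf-12 was lower at 60 h, with 441 ± 202 CPM in daf-2 and 120 ± 72.2 CPM in the double mutant (SD, n = 3; log2 fold change -1.88, SE 0.44, edgeR adjusted p 0.00758). Its call was lost in a model of the 60 h libraries alone. The forkhead transcription factor gene daf-16 was lower by edgeR with -1.11, a call lost in several alternatives, for example without replicate 2 of daf-2 at 60 h (-0.77). The gene dod-3 was higher with 1.52. From 52 h to 60 h, 18 listed genes changed in daf-2 (19 adjusted over the list alone) and 25 in daf-2;daf-42 (27 adjusted over the list alone). The length offset kept all 18 calls in daf-2. In daf-2;daf-42 it kept 16 of the 25, with 8 of the 16 falls and 8 of the 9 rises. In both genotypes hsp-12.6 rose, by 4.52 in daf-2 and 4.55 in daf-2;daf-42, as did ins-6 (3.75 and 3.62), col-183 (3.48 and 3.79) and mtl-1 (1.97 and 2.14). The interaction passed for 2 listed genes over all genes (1 adjusted over the list alone), daf-12 (-2.23) and dod-3 (1.80). Of the 43 tested, 21 had an unadjusted edgeR p under 0.05 for the interaction. Over the 4 pairwise contrasts the list gave 64 calls, and 22 against a minimum fold change of 1.5.

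Gene sets passed the threshold in 29 of 70 pairs of set and contrast by camera in limma with a preset correlation: 3 for genotype at 52 h, 9 for genotype at 60 h, 4 for time in daf-2, 5 for time in daf-2;daf-42 and 8 for the interaction. Of these, 12 also passed under fry in the same direction, and 0 with an estimated correlation, under which 0 pairs had an unadjusted p under 0.05. The length offset left 12 of the 29 past the threshold, in the same direction. At 60 h, genotype effects that passed with camera, fry and the length offset were those of detoxification enzymes (124 of 181 genes higher, median log2 fold change 0.54), F-box genes (119 of 168 higher, 0.48), C-type lectins and lysozymes (105 of 140 higher, 0.55) and chemoreceptors (153 of 434 higher, -0.40). Ribosomal proteins (69 of 80 higher, 0.70), histones (26 of 32 higher, 0.73), insulin-like peptides (24 of 27 higher, 0.65) and neuropeptides (93 of 97 higher, 0.40) passed with camera but neither under fry nor with the length offset. Nuclear hormone receptors (136 of 215 higher, 0.19) passed with camera and fry only. From 52 h to 60 h in daf-2;daf-42, all 97 neuropeptide genes were higher, with a median of 1.30 (limma camera adjusted p 1.01e-16), and the call held under fry and with the length offset (median 0.63). In daf-2, 89 of the 97 were higher over the same time, with a median of 0.60 (limma camera adjusted p 0.0027). That call held with the length offset (median 0.47) but not under fry.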

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

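The count of other splits and the fit with the length offset were planned before the data were examined. The tests of transcript length built on that fit in this part were chosen after the results had been seen. Each result here is a genotype effect that differed between 52 h and 60 h by a test of the difference itself.

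The genotype by time interaction was called for 1558 genes. Relabelling the genotypes within each time gave as many calls in 4 of 100 splits drawn, the real one included. The 3 others kept the real groups at 60 h and so still carried the genotype effect of that time (largest 2344 calls, median 1547 over 8 such splits). Of the 91 splits with other groups at 60 h, 0 gave as many, and the largest count was 236. The count therefore rests on the grouping at 60 h. A trend with transcript length as the whole cause is argued against by 1378 of the 1558 genes that were still called in the same direction once the trend was removed. Depth offers little room, since the 60 h libraries of the 2 genotypes overlapped (31511056 to 41039421 and 30011686 to 38977807 counts). The count itself is unstable: it was 4670 without replicate 1 of daf-2;daf-42 at 60 h, 4136 without replicate 3 of daf-2 at 60 h and 643 without replicate 3 of daf-2;daf-42 at 52 h. The mixture of living and dead larvae, present only in daf-2;daf-42 at 60 h, stays open. It cannot be separated from genotype in this design, and no biological explanation was tested apart from it. A delayed time course, weighed below only for the genotype effect at 60 h, stays open too.

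Single genes with the largest interactions were C45B2.8 (7.60), C45B2.2 (6.77), srlf-34 (6.60), cnc-4 (6.24), F47B8.18 (-7.93), T26C12.2 (-7.79), scl-11 (-5) and T19D12.1 (-4.61). With the length offset, which removed a trend that favours short transcripts, the values were 6.70, 6.01, 6, 5.52, -8.36, -8.25, -5.54 and -2.98 in the same order, and each was still called by edgeR. Reads shared with other genes leave T19D12.1 (12 libraries) and F47B8.18 (3 libraries) uncertain, and srlf-34 overlaps gcy-5. The genes C45B2.8, F47B8.18, T26C12.2 and scl-11 had a mean under 1 CPM in at least 1 of the groups compared, so their fitted changes rest on low values there. In 3 of the 4 groups, C45B2.8 had 0.191, 0.961 and 0.145 CPM and T26C12.2 had 0.847, 0.625 and 0.41 CPM. The SE of the interaction was 1.14 for C45B2.8 and 0.88 for F47B8.18. It was 0.62 for T26C12.2 and 0.64 for scl-11, against 1.03 for srlf-34. Genotype and the presence of dead larvae both remain open.

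Among the listed dauer-related genes, daf-12 (-2.23) and dod-3 (1.80) were called. The daf-12 value fell in size to -1.15 with the length offset, which may mean that part of it follows the length trend. Its call was lost with the replicate term, with a minimum fold change of 1.5 and in 10 of the 12 fits that left out 1 library, for example without replicate 2 of daf-2 at 60 h (-1.77). The dod-3 value was 1.13 with the length offset, and its call was lost only against a minimum fold change of 1.5, among the alternatives run.

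Gene sets with a median interaction past the threshold were hedgehog-related genes (0.27), ribosomal proteins (0.69), histones (0.80), detoxification enzymes (0.43), insulin-like peptides (0.92), neuropeptides (0.60), F-box genes (0.59) and C-type lectins and lysozymes (0.68). Under the length offset, detoxification enzymes (0.47), F-box genes (0.52) and C-type lectins and lysozymes (0.46) were still called and the other 5 were not. Under fry, hedgehog-related genes and C-type lectins and lysozymes were called. At 60 h, 0 of the 4 sets with a median transcript length under 600 bases (ribosomal proteins, histones, insulin-like peptides and neuropeptides) were called with the offset, and 0 had an unadjusted p under 0.05, which is consistent with the length trend as their source. The offset would also remove a biological change shared by short transcripts, so this does not show that the sets are unchanged.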

How the results depend on the processing

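Counts of called genes depended on the test and on single libraries. At 52 h the genotype contrast had 104 calls, with 210 under the length offset, 228 with the replicate block and the length offset, 49 against a minimum fold change of 1.5, 208 in a model of the 2 groups alone, 269 with DESeq2 and 34 transcripts when each was tested. It had 39 to 125 calls across the 12 fits that each left out 1 library. Without replicates 1, 2 and 3 of daf-2 at 52 h it had 66, 54 and 39, and without replicates 2 and 3 of daf-2;daf-42 at 52 h 47 and 56. In those fits and in the test per transcript, fewer samples or other features were tested. The cause of the other changes was not tested. In simulated data with the same dispersion in all groups, 12.1% of DESeq2 calls were unchanged genes, against 3.1% for edgeR.

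At 60 h the genotype contrast had 5626 calls, 1945 against a minimum fold change of 1.5, 2294 in a model of the 2 groups alone, and 3013 to 7587 with 1 library left out. It had 3013 without replicate 2 of daf-2 at 60 h, and 3496 and 3518 without replicates 2 and 3 of daf-2;daf-42 at 60 h. The time contrast in daf-2 had 5688 calls and 3131 against a minimum fold change of 1.5. The time contrast in daf-2;daf-42 had 6720 calls, 2643 against that minimum, and 3624 to 8359 with 1 library left out. The lowest were 3624 without replicate 3 of daf-2;daf-42 at 52 h, and 3972 and 4437 without replicates 2 and 3 of daf-2;daf-42 at 60 h. The interaction had 1558 calls, 921 with the replicate block, 2511 with the length offset, 2492 with both, 442 against a minimum fold change of 1.5, 3412 with DESeq2, 679 transcripts when transcripts were tested, and 643 to 4670 with 1 library left out. It rose to 4136 without replicate 3 of daf-2 at 60 h and 4670 without replicate 1 of daf-2;daf-42 at 60 h. Leaving out replicates 1, 2 or 3 at 52 h gave 746, 689 and 662 for daf-2 and 769, 958 and 643 for daf-2;daf-42. It was 891 without replicate 2 of daf-2 at 60 h, and 1004 and 736 without replicates 2 and 3 of daf-2;daf-42 at 60 h. The minimum fold change is stricter by construction. The cause of the other changes was not tested.

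The replicate block gave 84, 4818, 5434 and 6168 calls in the 4 pairwise contrasts, within 1.5 times of the values without it. Of the 18 same-numbered pairs of libraries, 11 correlated above 0.1 in their deviations from the group means and the lowest r was -0.63, so the numbers do not pair the libraries over the whole design. The fall of the interaction to 921 is therefore not read as a weaker effect.

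Gene sets passed in 29 pairs of set and contrast, in 12 with the length offset, 17 under fry and 0 with an estimated correlation (0 at an unadjusted p under 0.05). Over time in daf-2;daf-42, the direction given by camera turned with the length offset for ribosomal proteins (median -0.0232) and histones (median 0.0343, still above 0), neither of which was called there. The median alone also changed sign over time in daf-2;daf-42 for insulin-like peptides (0.61 to -0.22) and collagens (0.02 to -0.18), and at 60 h for neuropeptides (0.40 to -0.04). The list of dauer-related genes gave 64 calls over the 4 pairwise contrasts, 22 against a minimum fold change of 1.5, 39 in models of the 2 groups alone and 35 to 75 with 1 library left out. It was 35 without replicate 3 and 38 without replicate 2 of daf-2;daf-42 at 60 h. These alternatives for the list were chosen after seeing the data. The cause was not tested beyond the construction of the stricter test.

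Under the length offset, alone and with the replicate block, 5 single results changed sign. At 60 h the genotype effect of daf-18 became 0.14 in both fits and that of age-1 0.08 in both. Over time in daf-2;daf-42, daf-15 became 0.03 and 0.02, daf-18 0.23 in both and age-1 0.18 in both. Of 112 results for single genes, 61 kept their call and direction in every alternative run for them, 47 lost the call in at least 1 and 4 gained it in at least 1. Genes with fewer than 10 counts in a library have no value under the filter on every sample.

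Both correlations stayed within 1 jackknife SE in all alternatives run. That SE is computed from the fits that left out 1 library, so those fits could hardly fall outside it. The correlation of genotype effects ranged from 0.03 (genes with at least 10 counts in every sample) to 0.26 (length offset) and that of time effects from 0.468 to 0.662. RLE and upper-quartile scaling kept all 5 counts within 1.5 times and shifted the median of all genes by less than 0.1. With 3 libraries per group, simulated changes were called in 63% of cases, so undetected changes are to be expected at this size. The simulation gave every group the same dispersion, so 63% is not the power of the real contrasts.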

Other observations

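The counts of other splits and the fit with the length offset were planned before the data were examined. All other tests in this part, including those built on that fit, were chosen after the results had been seen.

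Other splits of the 6 libraries into 3 and 3 were counted for each pairwise contrast. As many calls were given by 1 of the 10 splits, the real one, for the genotype effect at 52 h, for the genotype effect at 60 h, for time in daf-2 and for time in daf-2;daf-42. With 10 splits a share under 0.1 is not possible. The other splits gave 0 calls for the genotype effect at 52 h and for time in either genotype. At 60 h the other splits of the genotypes gave a median of 0 calls, and 1 of them gave as many as 3788 against 5626.

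Transcript length and the genotype effect at 60 h were related across genes (Spearman -0.45). Removing a trend with length in each library left 4369 of the 5626 calls called in the same direction, which argues against the trend as the whole cause. The trend differed between libraries: its correlation with length was -0.24, -0.60 and -0.45 in daf-2;daf-42 and -0.06, 0.21 and -0.29 in daf-2 at 60 h, relative to daf-2 at 52 h. The 2 groups overlapped, with an exact permutation p of 0.2 (two-sided; the smallest possible is 0.10), so a link to genotype cannot be told apart from chance with 3 libraries each. Fragment length, taken from the difference of length and effective length, correlated with the trend over the 6 libraries of 60 h (r 0.88, exact permutation p 0.0236, adjusted 0.0236; rho 0.83, exact permutation p 0.0583, adjusted 0.0583; 2 relations computed). Without the 2 libraries of most extreme fragment length r was 0.26, so the relation rests on those. Over the 6 libraries of 52 h the sign was opposite (r -0.95, exact permutation p 0.00694, adjusted 0.0139; rho -0.94, exact permutation p 0.0167, adjusted 0.0334; r -0.85 without the 2 extreme libraries). RNA integrity may underlie the trend, and the presence of dead larvae is a candidate source, but integrity was not analysed here.

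A delayed time course was weighed for the genotype effect at 60 h. If changes ran one way between the times, a delay would place the double mutant between the 2 daf-2 groups. It lay beyond both of them for 627 genes (both differences in the same direction, the larger p-value adjusted over all genes), and 562 of these also passed with the length offset. As many were found in 3 of the 20 assignments of the 6 libraries of 60 h, the real one included, and an assignment that mixed the genotypes gave 1008. Among the 7965 genes without overlap between the daf-2 times, the double mutant lay beyond daf-2 at 60 h for 403 (5.1%), where chance gives 5%. A delay as the cause cannot be told apart from other causes by these values. Genes that peak between 52 h and 60 h are not covered.

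Loss of RNA in dead larvae was weighed for the rises at 60 h. Only 1 gene was under 1 CPM in the 9 other libraries and at least 10 CPM in all 3 daf-2;daf-42 libraries of 60 h. It was ins-20, named here after its values were seen. CPM values are relative, and stable transcripts rise in share as others are lost. Without RNA amounts, such passive loss cannot be told apart from new expression.

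Linked variation around daf-42 was tested for the calls at 52 h, since the strains could differ near the selected allele. Of the 104 calls, 3 (2.9%) lay within 2 Mb of daf-42, against 690 of 16371 tested genes (4.2%; Fisher's exact test, two-sided, p 0.804). No excess was seen, and 3 genes are too few to exclude a contribution. All 3 were higher in daf-2;daf-42. They include C42D4.3 (chromosome IV, 7179239 to 7180484), 1 of the 4 largest rises named at 52 h, so linked variation stays open for that gene. Strain differences elsewhere in the genome stay open for genes such as F56A4.3, which was near 0.66 CPM in daf-2;daf-42 at 52 h and 0.63 CPM at 60 h.

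Large changes at 60 h fell in gene clusters. Of 299 genes called with at least 8-fold change, 81 had a tested neighbour that was changed as much in the same direction, against a median of 6 and a highest value of 20 in 1000 shuffles of gene positions (permutation p 0.001, the smallest they can give). Without genes found to share reads, the count was 42 of 242, with a highest shuffled value of 16 (permutation p 0.001). The clustered share fell from 27.1% to 17.4%. Shared reads that were found therefore do not account for the whole excess, but shared reads may account for part of it. Duplicated genes with common regulation are a candidate explanation that was not tested.

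A search for genes with at most 3 counts in all 6 libraries of one genotype and at least 30 in all 6 of the other found 0 in either direction. Genes fully lost in one strain were thus not detectable by this criterion.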
